A study of Paxillus involutus with 25 samples.

How the data were processed

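RNA was measured in 25 cultures of Paxillus involutus strain ATCC 200175, a basidiomycete that forms ectomycorrhiza with tree roots. Per the labels, there were 5 growth conditions with 5 biological replicates each. The positive control was complete MMN agar and the negative control was MMN agar made without KH2PO4, called K-depleted medium here. The other 3 conditions were K-depleted medium with flakes of muscovite, phlogopite or K-vermiculite, which are sheet silicates that hold potassium between their layers. Fungus and mineral sat on a cellophane membrane, and cultures were kept for 21 days at 25 °C in the dark before RNA was extracted. KH2PO4 carries phosphate as well as potassium, and the labels name no phosphate salt in its place, so the comparison of the media cannot separate the 2 nutrients.

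The deposited values are whole-number counts per gene, 1 column per culture, from poly(A)-selected stranded libraries (TruSeq Stranded mRNA, per the labels' protocols). The aligner, the counting program, the genome build and any filter the authors applied are not given in the sources used here, and the treatment of reads that map to several genes is likewise not given. Such reads can be shared between near-identical gene copies, so values of multigene families carry that uncertainty, and the use of strand in counting is not given either. The unit was taken from the values: the deposited counts are whole numbers from 0, and the column totals differ between cultures.

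The table holds 18032 gene IDs, and all 25 columns were used. Of the IDs, 3922 had 0 counts in every culture. A reference table for the same strain, listing 18033 genes of an assembly named for ATCC 200175, held 18030 of the IDs as locus tags and the other 2 as the gene symbols nps2 and pks3. It gives no product names. Genes are therefore named by their IDs, and the lists of potassium, phosphate, iron, magnesium and transporter genes that were planned from product names were not run. Because the build behind the counts is not given, no coordinates are printed, and the reference was used only for symbols, for biotypes and for which genes are neighbours. By that table, 122 IDs are genes of a biotype other than protein-coding.

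Each culture was placed in its group by its label. Library totals ran from 21.0 to 41.2 M counts, where 1 M is 1000000 counts, a ratio of 1.96 between the highest and the lowest. Replicates were compared before averaging: the chi-square statistic per degree of freedom between replicates of a group ran from 10.7 to 92.7, so no pair of libraries agreed within counting noise, and all were kept as separate replicates. Pearson correlations of log2 CPM between replicates ran from 0.986 to 0.996, against a lowest value of 0.945 between cultures of different groups.

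Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (minimum count 10, minimum total count 15), which left 12744 genes holding 99.995% of all counts. Library sizes were scaled by TMM. A negative binomial model with 1 coefficient per group was fitted to all 25 libraries together (estimateDisp, then glmQLFit with robust estimation), and contrasts were tested with the quasi-likelihood F-test. The common biological coefficient of variation was 11.9%. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05, adjusted within each contrast. The standard error of a log2 fold change was computed as its absolute value divided by the square root of F. The contrasts covered each of the 10 pairs of groups, and 1 further test asked for any difference among the 5 groups. Levels are given as CPM (counts scaled to a library of 1000000, with TMM factors) computed from the deposited counts, as mean and SD over the 5 replicates.

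The text names, for each contrast against K-depleted medium, the 2 called genes with the highest and the 2 with the lowest log2 fold change, and for each pair of minerals 1 in each direction. A named gene also had to have a mean of at least 5 CPM over all 25 libraries and no overlap between the 5 values of one group and the 5 of the other. That rule, the tests and the alternatives listed next were fixed before the data were examined, except those described in the text as chosen later. The genes nps2 and pks3 fall outside the rule and are given because the table names them by symbol.

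For whole transcriptomes, log2 CPM with a prior count of 2 was used. The share of variance between groups was tested by permuting the group labels 100000 times, one-sided. A principal component analysis used the same values. The position of a culture between the controls is its projection on the direction from the K-depleted mean to the complete-medium mean over all tested genes, scaled so that K-depleted cultures average 0 and complete-medium cultures average 1. Each control culture was scored on a direction made without it. Groups were compared by exact two-sided permutation tests of 5 against 5 values, whose smallest possible p is 0.00794, adjusted by Benjamini-Hochberg over the 3 minerals, also under each alternative. Effects of 2 groups against the same control share the chance values of that control. Their correlations across genes are therefore given beside correlations computed with the K-depleted libraries divided between the 2 groups, and beside 20 simulations in which the first group of the pair was unchanged. Correlations with divided libraries used differences of mean log2 CPM, and the others used log2 fold changes of the edgeR fit.

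The fit was tested on simulated counts for all 25 libraries, made from the K-depleted means and the size of each library. Changes were set in the muscovite libraries only, in 197 genes among the 12669 tested. Libraries were drawn independently with the same spread of a gene in all groups, whereas the real groups differed in spread. The edgeR fit recovered 87.3% of the changed genes, with 6 false calls among 178. DESeq2 recovered 89.3% with 15 false calls, and limma-voom 88.3% with 9. The position was tested on simulated groups at fractions of 0.1 and 0.4, which came back as 0.0974 and 0.399.

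Alternatives, given in the closing section, were DESeq2's size factors in the edgeR fit, library totals with no composition factor, no filter on low counts, a mean of at least 5 CPM, DESeq2 1.42.0, limma-voom (limma 3.58.1), a fit of the 2 groups alone, the replicate number as a block, a 2-fold minimum change and leaving out each replicate in turn. A fit with 1 surrogate variable (sva 3.50.0) was added after the data were seen. For each contrast, 50 splits of the same libraries into groups of the same sizes, the real one included, were fitted in the same way. A check of GC content and gene length was not run, since no sequence of the build was used here. Calls on adjacent genes were compared with 10000 shuffles of the calls over the tested genes. Neighbours were taken from the order of the reference table, with a new scaffold wherever the start position fell back.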

Results

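Gene expression was measured by RNA sequencing in the mycelium of Paxillus involutus, an ectomycorrhizal fungus, grown with potassium supplied in the medium, without it, or with a potassium-bearing mineral as the added source. The 25 libraries fell into 5 groups of 5 biological replicates: K-depleted medium, complete medium, and K-depleted medium with muscovite, phlogopite or K-vermiculite. Per the labels, the potassium of the minerals weathers less readily in the order muscovite, phlogopite, K-vermiculite, an order not checked here, and the study asked how the fungus draws potassium from them. Library totals were 25.8 to 33.3 M counts on K-depleted medium, 21.0 to 35.3 M on complete medium, 26.2 to 31.9 M with muscovite, 24.8 to 33.6 M with phlogopite and 26.1 to 41.2 M with K-vermiculite. A fixed list was made of the 10 genes with the highest mean CPM over all 25 libraries. These genes held on average between 7.15% of the counts of a library (phlogopite) and 10.1% (K-vermiculite). Of 18032 gene IDs, 12744 passed the filter on low counts and were tested.

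The 5 groups differed as whole transcriptomes. Differences between groups accounted for 70.6% of the variance of log2 CPM over the tested genes, with a one-sided permutation p of 1e-05, the smallest that the 100000 resamples can give. The alternative that moved this share most, a filter at a mean of 5 CPM, gave 76.7%. The first principal component held 56.3% of the variance and the second 9.85%. On the first component, complete-medium libraries averaged 56.9 ± 2.65 (SD, n = 5), and K-vermiculite libraries averaged 10.6 ± 5.42. K-depleted, muscovite and phlogopite libraries lay at the other end, at -23.1 ± 3.16, -19.1 ± 2.73 and -25.4 ± 1.56. The second component set the K-vermiculite libraries, at 23.1 ± 1.95, apart from both K-depleted libraries at -6.20 ± 7.51 and complete-medium libraries at -10.2 ± 1.28. In the edgeR fit, 10143 genes differed somewhere among the 5 groups.

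**Figure D1:**
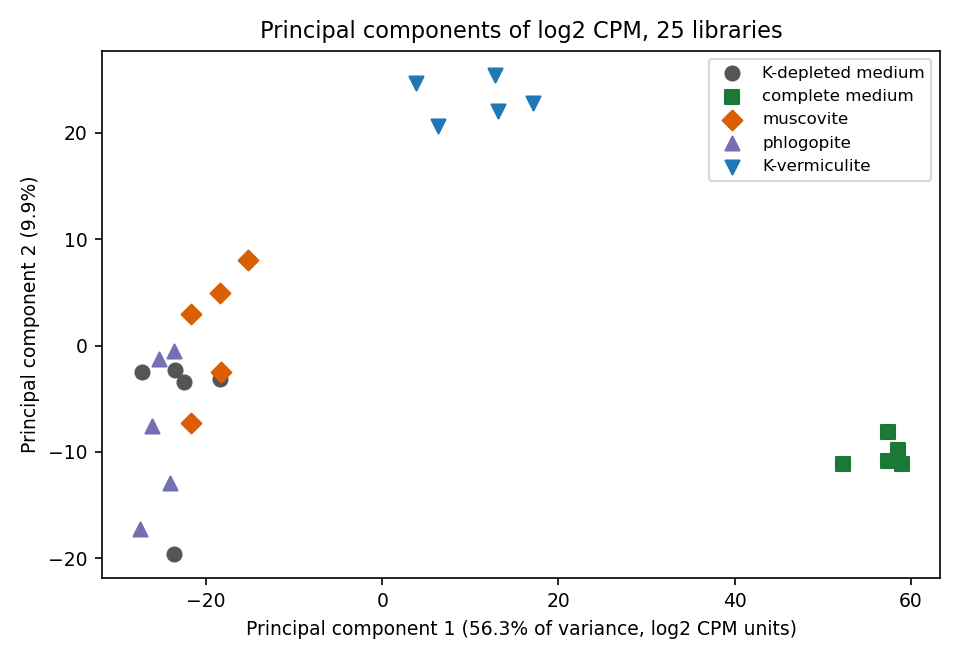
Scores of the 25 libraries on the first and second principal components of log2 CPM over 12744 genes (56.3% and 9.85% of the variance), 1 point per library, coloured by group. Complete-medium libraries lie at the right, K-vermiculite libraries between them and the other groups and higher on the second component, and K-depleted, muscovite and phlogopite libraries lie close together at the left.

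The comparison of complete with K-depleted medium gives the response to the missing KH2PO4 without any mineral. In all, 8543 genes were called, 67.0% of those tested, of which 4273 were higher and 4270 lower on complete medium. At least a 2-fold change was seen in 1579 of them, 872 higher and 707 lower. The balance of directions rested on the scaling: with library totals alone, 60.7% of the calls were higher in place of 50.0%, because that scaling moved the median log2 fold change of all genes to 0.11. Among the 7142 called genes with a mean of at least 5 CPM, 5505 (77.1%) had no overlap between the values of the groups. For a gene not selected by its call, chance gives 0.794%.

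The called genes with the widest changes between the media moved far beyond the replicate spread. PAXINDRAFT_170048 averaged 101 ± 33.7 CPM (SD, n = 5) on complete medium and 1.60 ± 0.534 CPM on K-depleted medium, a log2 fold change of 5.99 (SE 0.37, edgeR adjusted p 7.38e-12). PAXINDRAFT_18778 rose from 1.65 ± 0.535 to 31.3 ± 8.14 CPM, a log2 fold change of 4.25 (SE 0.20, edgeR adjusted p 2.96e-15). In the other direction, PAXINDRAFT_97773 averaged 646 ± 212 CPM on K-depleted medium and 5.16 ± 1.22 CPM on complete medium, a log2 fold change of -6.95 (SE 0.30, edgeR adjusted p 1.45e-14). PAXINDRAFT_103396 was among the most abundant transcripts on K-depleted medium, at 5219 ± 601 CPM, and fell to 113 ± 34.7 CPM on complete medium (log2 fold change -5.53, SE 0.24, edgeR adjusted p 1.80e-15). Neither the table nor the reference pairs these IDs with gene names.

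Each mineral was then compared with K-depleted medium alone, the comparison that isolates the effect of the flakes. K-vermiculite changed 5893 genes, 46.2% of those tested, with 2870 higher and 3023 lower. With library totals alone, 53.3% of the calls were higher in place of 48.7%. At least a 2-fold change was found for 468 genes, 207 higher and 261 lower. Among 5036 called genes with a mean of at least 5 CPM, 3584 (71.2%) had no overlap between the groups. PAXINDRAFT_158079 rose from 1.45 ± 0.659 to 16.5 ± 7.42 CPM (log2 fold change 3.49, SE 0.35, edgeR adjusted p 6.60e-08, n = 5 per group), and PAXINDRAFT_6572 rose from 22.4 ± 6.99 to 105 ± 18.4 CPM (log2 fold change 2.23, SE 0.23, edgeR adjusted p 1.09e-07). PAXINDRAFT_167028 fell from 597 ± 160 to 51.9 ± 9.66 CPM (log2 fold change -3.52, SE 0.24, edgeR adjusted p 1.51e-10), and PAXINDRAFT_96838 fell from 233 ± 55.5 to 23.0 ± 11.0 CPM (log2 fold change -3.35, SE 0.31, edgeR adjusted p 3.73e-08).

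Muscovite changed 428 genes against K-depleted medium, 191 higher and 237 lower, and 23 of them at least 2-fold, 19 higher and 4 lower. With library totals alone, 33.3% of the calls were higher in place of 44.6%. The count fell to 224 without K-depleted replicate 3 and to 226 without muscovite replicate 4, and to 193 when the 2 groups were fitted alone. Of 396 called genes with a mean of at least 5 CPM, 267 (67.4%) had no overlap between the groups. PAXINDRAFT_78116 rose from 8.19 ± 1.62 to 31.7 ± 6.05 CPM (log2 fold change 1.95, SE 0.26, edgeR adjusted p 0.000106, n = 5 per group), and PAXINDRAFT_103014 rose from 11.2 ± 4.58 to 40.7 ± 10.4 CPM (log2 fold change 1.86, SE 0.26, edgeR adjusted p 0.000153). PAXINDRAFT_162475 fell from 1389 ± 168 to 592 ± 35.1 CPM (log2 fold change -1.23, SE 0.13, edgeR adjusted p 1.40e-06). PAXINDRAFT_99821 fell from 18.1 ± 5.83 to 8.99 ± 1.73 CPM (log2 fold change -1.01, SE 0.16, edgeR adjusted p 0.000334).

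Phlogopite gave 656 calls against K-depleted medium, 353 higher and 303 lower, of which 30 changed at least 2-fold, 25 higher and 5 lower. With library totals alone, 32.1% of the calls were higher in place of 53.8%. This count depended on single libraries and on the model. Without K-depleted replicates 1 to 5 in turn it was 205, 141, 198, 367 and 1378, and without phlogopite replicates 1 to 5 in turn it was 1263, 1278, 325, 130 and 96. Fitted on the 10 libraries of the 2 groups alone, 11 genes were called. Of 620 called genes with a mean of at least 5 CPM, 210 (33.9%) had no overlap between the groups.

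Of the genes named for phlogopite, PAXINDRAFT_162475 also fell, to 809 ± 115 CPM (SD, n = 5) from 1389 ± 168 CPM on K-depleted medium, a log2 fold change of -0.78 (SE 0.12, edgeR adjusted p 0.00217). PAXINDRAFT_91826 rose from 4.89 ± 1.12 to 12.8 ± 5.40 CPM (log2 fold change 1.37, SE 0.30, edgeR adjusted p 0.0174), and PAXINDRAFT_66966 rose from 301 ± 79.7 to 571 ± 138 CPM (log2 fold change 0.92, SE 0.17, edgeR adjusted p 0.00804). Neither of these 2 was called when the 2 groups were fitted alone, and PAXINDRAFT_91826 was also lost without K-depleted replicate 2 (adjusted p 0.0531) and without phlogopite replicates 4 (0.0544) and 5 (0.0616). PAXINDRAFT_10537 fell from 75.5 ± 50.9 to 37.1 ± 3.54 CPM (log2 fold change -1.02, SE 0.29, edgeR adjusted p 0.0439). K-depleted replicate 4, at 166 CPM, enlarged that difference, and without it the log2 fold change was -0.51 and the gene was no longer called. The call was also lost with limma-voom, with the 2 groups fitted alone, with 1 surrogate variable and with the replicate block. Leaving out K-depleted replicates 2 or 3 or phlogopite replicates 3, 4 or 5 lost it as well. The other 4 K-depleted values, 47.6 to 61.5 CPM, still lay above all 5 with phlogopite, the highest of which was 40.9 CPM.

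**Figure D2:**
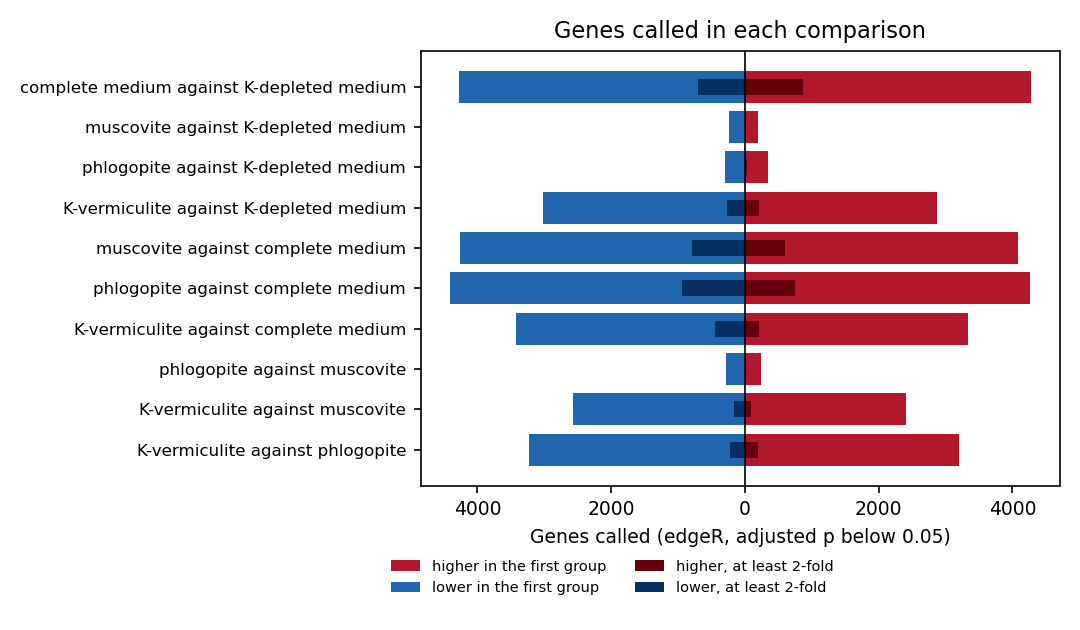
Number of genes called per comparison at an edgeR adjusted p below 0.05 (bars to the right for genes higher in the first-named group, to the left for genes lower). Narrow dark bars show the genes that changed at least 2-fold. Contrasts with complete medium and with K-vermiculite hold 4984 to 8678 genes each, while muscovite (428) and phlogopite (656) against K-depleted medium, and phlogopite against muscovite (529), hold fewer.

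Against complete medium, each mineral left a large part of the transcriptome different. The numbers of called genes were 8346 for muscovite (4087 higher, 4259 lower), 8678 for phlogopite (4266 higher, 4412 lower) and 6753 for K-vermiculite (3337 higher, 3416 lower). At least 2-fold changes numbered 1393, 1686 and 659. With library totals alone, the share of calls that were higher fell from 49.0% to 36.3% for muscovite, from 49.2% to 36.7% for phlogopite and from 49.4% to 36.7% for K-vermiculite. The median log2 fold change of all genes was then -0.14 for both muscovite and phlogopite.

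The minerals were compared with each other to see whether their effects differ. K-vermiculite differed from muscovite in 4984 genes (2414 higher, 2570 lower; 252 at least 2-fold) and from phlogopite in 6427 genes (3202 higher, 3225 lower; 422 at least 2-fold). With library totals alone, 58.5% of the calls against muscovite were higher in place of 48.4%, and 58.6% of those against phlogopite in place of 49.8%. Values of the groups did not overlap for 3019 of 4323 called genes with a mean of at least 5 CPM against muscovite (69.8%), and for 3931 of 5481 against phlogopite (71.7%). PAXINDRAFT_158079 was higher with K-vermiculite than with muscovite (log2 fold change 2.46, SE 0.32, edgeR adjusted p 4.29e-06) and than with phlogopite (2.47, SE 0.32, 1.85e-06), at 16.5 ± 7.42 CPM (n = 5) against 3.00 ± 0.806 and 2.99 ± 1.18 CPM. PAXINDRAFT_175161 was lower with K-vermiculite than with muscovite, at 10.6 ± 2.15 against 68.6 ± 20.4 CPM (log2 fold change -2.71, SE 0.21, edgeR adjusted p 4.47e-09). PAXINDRAFT_167028 was lower with K-vermiculite than with phlogopite, at 51.9 ± 9.66 against 653 ± 131 CPM (log2 fold change -3.65, SE 0.24, edgeR adjusted p 9.42e-11).

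Phlogopite and muscovite differed in 529 genes, 247 higher and 282 lower with phlogopite, and 15 genes at least 2-fold lower with phlogopite. With library totals alone, 41.02% of the calls were higher in place of 46.7%. The count was 238, 253 and 306 without muscovite replicates 1, 2 and 5, and 212 and 245 without phlogopite replicates 4 and 5. The 2 groups fitted alone gave 214 calls. Of 490 called genes with a mean of at least 5 CPM, 294 (60.0%) did not overlap. PAXINDRAFT_167028 was higher with phlogopite, at 653 ± 131 CPM against 330 ± 108 CPM with muscovite (SD, n = 5; log2 fold change 0.98, SE 0.21, edgeR adjusted p 0.0127), a call that was lost when the 2 groups were fitted alone (0.0652). PAXINDRAFT_103014 was lower with phlogopite, at 17.1 ± 2.92 against 40.7 ± 10.4 CPM (log2 fold change -1.25, SE 0.25, edgeR adjusted p 0.00845).

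**Figure D3:**
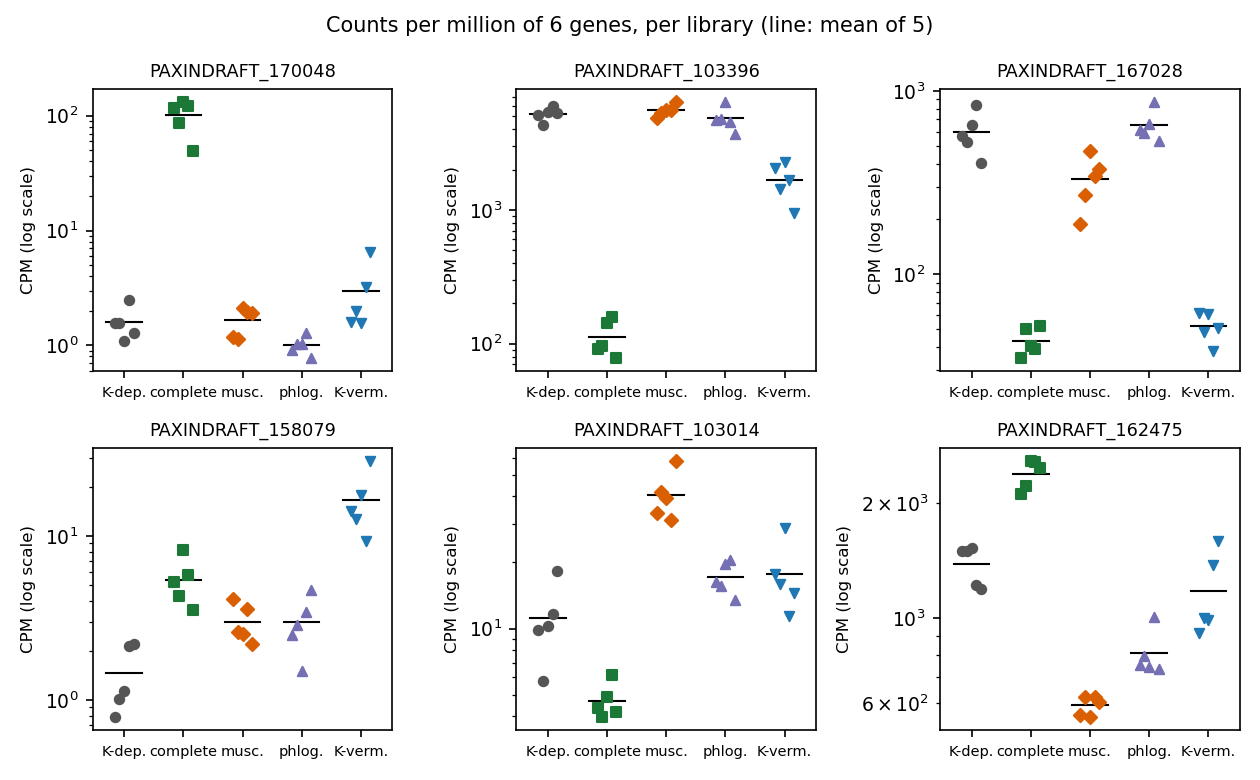
CPM per library (log axis) of 6 of the named genes in the 5 groups, 1 point per library, with a line at the mean of the 5 replicates. PAXINDRAFT_170048 and PAXINDRAFT_103396 part the media widely, PAXINDRAFT_167028 is lower on complete medium and with K-vermiculite, and the changes with muscovite and phlogopite are smaller.

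Whether a mineral moved the transcriptome towards that on complete medium was measured as a position on the line between the controls, where K-depleted libraries average 0 (SD 0.0372, n = 5) and complete-medium libraries average 1 (SD 0.0425). K-vermiculite libraries lay at 0.416 ± 0.0711, above all 5 K-depleted libraries and below all 5 complete-medium libraries (exact two-sided permutation p 0.00794 against either control, the smallest the design allows; 0.0238 against K-depleted medium after adjustment over 3 minerals). Muscovite libraries lay at 0.0615 ± 0.0290, slightly above K-depleted medium (exact permutation p 0.0238, adjusted 0.0357). That difference depended on single libraries. The adjusted p rose to 0.119, 0.131 and 0.0833 without K-depleted replicates 1, 3 and 4, to 0.0595 without complete-medium replicate 3 or 4 or muscovite replicate 3, and to 0.0714 without muscovite replicate 1, 2 or 4. It was also 0.0714 when only genes called between the controls were used. Phlogopite libraries, at -0.00375 ± 0.0241, were not distinguishable from K-depleted medium (exact permutation p 0.857). Among minerals, K-vermiculite lay above muscovite by 0.355 and above phlogopite by 0.420 (exact permutation p 0.00794 for both), and phlogopite lay below muscovite, with a difference of -0.0652 (exact permutation p 0.0159).

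**Figure D4:**
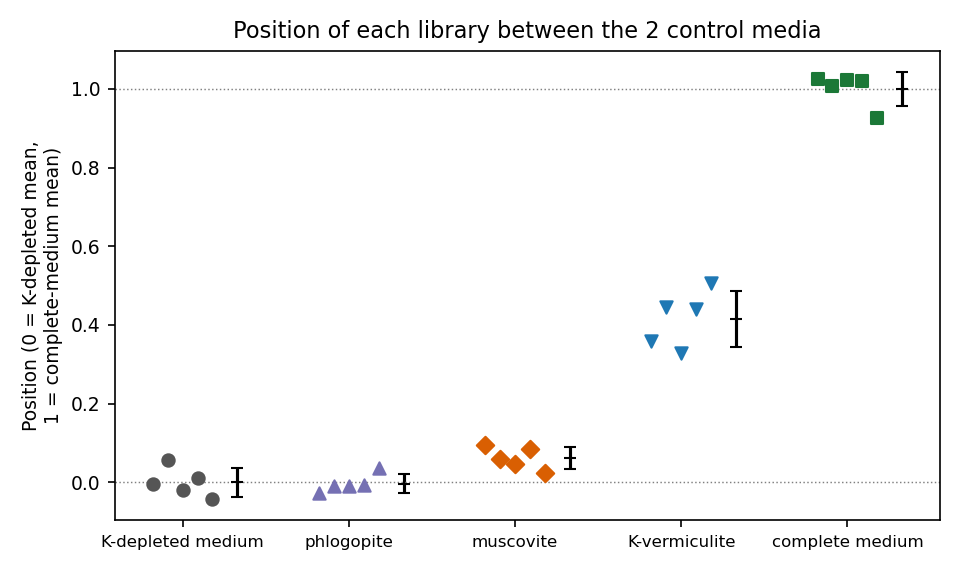
Position of each library between the controls (0, mean of K-depleted medium; 1, mean of complete medium), 1 point per library with the group mean and SD. The 5 K-vermiculite libraries lie between 0.329 and 0.505, apart from both controls, while muscovite (mean 0.0615) and phlogopite (mean -0.00375) libraries lie close to K-depleted medium.

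The effects of the minerals against K-depleted medium were compared across the tested genes, which are not independent replicates. K-vermiculite and complete medium moved genes alike, with a correlation of their log2 fold changes of 0.716. It was 0.646 when the 2 groups were compared with separate K-depleted libraries, and 0.0916 in simulations where K-vermiculite had no effect. Values with separate libraries rest on differences of mean log2 CPM, so the measure changes along with the controls. Of 4778 genes called in both, where independent calls would give 3950, 4498 moved in the same direction. The correlation of the muscovite and phlogopite effects was 0.595 with shared controls, where simulations of no muscovite effect gave 0.257, and 0.245 with separate controls (-0.0226 to 0.401 over the ways of dividing the controls). For muscovite and K-vermiculite it was 0.564 with shared controls (0.155 simulated) and 0.356 with separate ones (0.256 to 0.439). For phlogopite and K-vermiculite it was 0.261 (0.158 simulated) and 0.0991 (-0.0667 to 0.224), and for muscovite and complete medium 0.306 (0.0961 simulated) and 0.191. For phlogopite and complete medium it was 0.0940, close to the 0.0921 of simulations without a phlogopite effect, and 0.00340 with separate controls. Replicates with muscovite and with phlogopite deviated in part along a shared direction, described under the other observations. Simulated libraries without that direction may understate the correlation of the muscovite and phlogopite effects that arises without a muscovite effect.

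Calls against the shared controls overlapped to different degrees. Muscovite and phlogopite shared 114 genes, 113 of them in the same direction, where independent calls would give 22.0. Muscovite and K-vermiculite shared 340 genes, 331 in the same direction, against 198 from independent calls. Phlogopite and K-vermiculite shared 348 genes, 210 in the same direction, against 303. With complete medium, muscovite shared 353 genes (263 in the same direction, against 287) and phlogopite shared 480 (223 in the same direction, against 440). These comparisons share the K-depleted libraries and with them their chance values, so the overlaps alone are no test of shared effects. All 3 minerals shared 78 genes, 37 of them higher with each mineral, 39 lower with each and 2 mixed.

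Only 2 IDs of the table are gene symbols, nps2 and pks3. The gene nps2 (PAXINDRAFT_134724 in the reference) was lower on complete medium, at 61.7 ± 0.778 CPM (SD, n = 5) against 113 ± 10.7 CPM on K-depleted medium (log2 fold change -0.87, SE 0.07, edgeR adjusted p 5.02e-11). It was also lower with K-vermiculite, at 90.9 ± 7.81 CPM (log2 fold change -0.32, SE 0.07, edgeR adjusted p 0.000876). With muscovite it did not change beyond the replicate spread (log2 fold change 0.12, edgeR adjusted p 0.395). With phlogopite it was called as higher, at 140 ± 16.1 CPM (log2 fold change 0.31, SE 0.07, edgeR adjusted p 0.0200). That call was lost when the 2 groups were fitted alone (0.141), without K-depleted replicates 1 (0.0523), 2 (0.0648) and 3 (0.0597), and without phlogopite replicates 4 (0.0837) and 5 (0.0552). The gene pks3 (PAXINDRAFT_12391) averaged 35.7 ± 13.8 CPM on K-depleted medium and between 36.6 ± 27.8 and 47.9 ± 4.39 CPM in the other groups, and none of these differences exceeded the replicate spread (edgeR adjusted p 0.473 to 0.951).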

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

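Single libraries were checked in 95 sets of 5 replicate values (the positions between the controls and the CPM of the named genes). In 6 sets, the highest or lowest library stood apart from the other 4 by more than Dixon's critical value, where chance would give about 4.75, so the number of such cases is close to that expected by chance. The direction of deviations cited here is described under the other observations and was computed only after the correlations between deviations had been seen.

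On K-depleted medium, replicate 4 held 166 CPM of PAXINDRAFT_10537 against 47.6 to 61.5 CPM in the other 4, and 28.4 CPM of PAXINDRAFT_99821 against 14.3 to 17.3 CPM. Its total of 28.4 M counts lies within the range of its group, and library depth scales genes alike, which argues against depth for single genes. Without this library, PAXINDRAFT_10537 changed by -0.51 with phlogopite and was no longer called (edgeR adjusted p 0.0960), while PAXINDRAFT_99821 changed by -0.79 with muscovite and was still called (0.000335). This library thus enlarged the decrease of PAXINDRAFT_10537 with phlogopite, though the other 4 K-depleted values still lay above the highest of the 5 phlogopite values, 40.9 CPM. The library also lies high on the direction along which replicates deviate from their group means (score 17.7, where replicates 1 to 3 lie near -7), so a difference in the state or handling of this culture stays open. No biological explanation was tested, since the labels describe the 5 cultures alike.

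With muscovite, replicate 3 held 104 CPM of PAXINDRAFT_175161 against 53.2 to 66.0 CPM in the other 4. With phlogopite, replicate 4 held 1010.4 CPM of PAXINDRAFT_162475 against 736 to 798 CPM. The calls for which these genes are named in the report stayed without that library: PAXINDRAFT_175161 in K-vermiculite against muscovite (edgeR adjusted p 3.72e-09) and PAXINDRAFT_162475 in phlogopite against K-depleted medium (0.00290). Other calls changed. Without muscovite replicate 3, PAXINDRAFT_175161 was called in muscovite against K-depleted medium (0.0375 in place of 0.202) and in phlogopite against muscovite (0.00703 in place of 0.0588). Without phlogopite replicate 4, PAXINDRAFT_162475 was no longer called in phlogopite against muscovite (0.139 in place of 0.0367). The labels give nothing that sets these libraries apart, and no biological explanation was tested.

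On complete medium, replicate 5 had a position of 0.925 against 1.01 to 1.03 in the other 4. The nearest library of another group, with K-vermiculite, lay at 0.505, so replicate 5 is not out of place among the groups, which argues against a wrong label. With K-vermiculite, replicate 5 held 4.90 CPM of PAXINDRAFT_18778 against 2.75 to 3.21 CPM. That library also has the highest position of its group and the highest total of the series, 41.2 M counts. With each library thinned to the lowest total its position was 0.502 in place of 0.505, so depth is an unlikely cause of the position. For PAXINDRAFT_18778 a stronger response in this culture stays open and untested.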

How the results depend on the processing

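The fit with 1 surrogate variable was chosen after seeing the data, and the other alternatives were planned. No gene called both in the contrasts as reported and under an alternative changed direction, and no named gene did in the contrast for which it is named. In other contrasts, where they were not called, PAXINDRAFT_10537 and PAXINDRAFT_99821 changed sign without K-depleted replicate 4: the first from -0.25 to 0.26 for complete medium and from -0.49 to 0.02 for K-vermiculite, the second from -0.18 to 0.04 for phlogopite. The balance of directions among calls did change: besides library totals, given in the report, 56.0% of the muscovite calls against K-depleted medium were higher with the 2 groups alone and 53.0% without muscovite replicate 1, in place of 44.6%. For phlogopite it was 43.9, 43.3, 41.9 and 43.3% without K-depleted replicates 1 to 4, 46.2% without phlogopite replicate 4 and 45.5% with the 2 groups alone, in place of 53.8%, and for phlogopite against muscovite 51.1% with DESeq2, 37.4 and 37.9% without muscovite replicates 1 and 2 and 37.7% without phlogopite replicate 4, in place of 46.7%. Balances near 50.0% in the larger contrasts crossed it by small steps. The position of phlogopite, which was not past the threshold under any of them, was 0.00669 with the filter at 5 CPM, 0.00376 with the replicate block, 0.00136 without K-depleted replicate 4 and 0.00185 without phlogopite replicate 1, in place of -0.00375. The counts of called genes for complete medium and K-vermiculite against K-depleted medium, for the 3 minerals against complete medium, for K-vermiculite against muscovite and phlogopite, and for any difference among the 5 groups stayed within 1.5 times under DESeq2's size factors, library totals, no low-count filter, a mean of at least 5 CPM, DESeq2, limma-voom, the 2 groups alone (not run for the last of these counts), the replicate block, the surrogate variable and each left-out replicate. For complete medium against K-depleted medium, for example, they ran from 7195 with the higher filter to 8714 with the surrogate variable over these settings, left-out replicates aside.

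A minimum change of 2-fold cuts each count by its construction, to 1579 for complete medium, 23 for muscovite, 30 for phlogopite and 468 for K-vermiculite against K-depleted medium, to 1393, 1686 and 659 for muscovite, phlogopite and K-vermiculite against complete medium, and to 15 for phlogopite against muscovite, 252 for K-vermiculite against muscovite and 422 for K-vermiculite against phlogopite.

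The other 3 counts changed with the model. With DESeq2, muscovite against K-depleted medium gave 644 calls in place of 428, including all 428, phlogopite against K-depleted medium 1127 in place of 656, and phlogopite against muscovite 805 in place of 529. In the simulated muscovite contrast, drawn with the same spread in all groups, DESeq2 also made 15 false calls where edgeR made 6. With the 2 groups fitted alone these counts fell to 193, 11 and 214, of which 174, 11 and 194 were also called with all 25 libraries. That fit has 8 residual degrees of freedom for each gene, where the fit of all libraries has 20, and it takes the spread from the 2 groups concerned. With 1 surrogate variable phlogopite against K-depleted medium gave 1406 calls.

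Leaving out single libraries gave 224 to 526 calls for muscovite against K-depleted medium, with the low values without K-depleted replicate 3 (224) and without muscovite replicate 4 (226). For phlogopite against K-depleted medium the range was 96 to 1378. Each of the 10 libraries moved it by more than 1.5 times, with 205, 141, 198, 367 and 1378 calls without K-depleted replicates 1 to 5 and 1263, 1278, 325, 130 and 96 without phlogopite replicates 1 to 5. For phlogopite against muscovite the range was 212 to 761, and the count moved by more than 1.5 times without muscovite replicates 1 (238), 2 (253) and 5 (306) and without phlogopite replicates 4 (212) and 5 (245). For phlogopite, the spread within groups is compared under the other observations. That comparison gives a single value for each group, so it cannot decide why single libraries move the count. The cause for the other counts was not tested.

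The position of muscovite ran from 0.0508 to 0.0702 when single libraries were left out and lost its adjusted p below 0.05 without K-depleted replicates 1 (position 0.0553), 3 (0.0508) and 4 (0.0629), complete-medium replicates 3 (0.0622) and 4 (0.0603) and muscovite replicates 1 (0.0528), 2 (0.0610), 3 (0.0647) and 4 (0.0546), and with only genes called between the controls (0.0589). It was kept with another prior count, the higher filter and the replicate block. The cause was not tested. The K-vermiculite and phlogopite positions kept their side of the threshold under another prior count, the higher filter, only genes called between the controls, the replicate block and each left-out replicate. With separate K-depleted libraries, the correlations of mineral effects were lower, with wide ranges given in the report. They were 0.245 for muscovite and phlogopite, 0.356 for muscovite and K-vermiculite and 0.0991 for phlogopite and K-vermiculite. By construction, separate controls share no noise and leave fewer control libraries per group. These values also used differences of mean log2 CPM in place of log2 fold changes of the fit, so the controls alone do not account for the drop.

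Of the named genes, 5 calls were lost under some alternative, with the same direction throughout. Of these, 4 are for phlogopite against K-depleted medium. PAXINDRAFT_10537 was lost with limma-voom (adjusted p 0.0540), the 2 groups alone (0.211), the surrogate variable (0.0612) and without K-depleted replicates 2, 3 and 4 (0.0642, 0.0539, 0.0960) and phlogopite replicates 3, 4 and 5 (0.0838, 0.116, 0.120). PAXINDRAFT_91826 was lost with the 2 groups alone (0.131) and without K-depleted replicate 2 and phlogopite replicates 4 and 5, PAXINDRAFT_66966 with the 2 groups alone (0.124), and nps2 with the 2 groups alone and without 5 single libraries given in the report. PAXINDRAFT_167028 in phlogopite against muscovite was lost with the 2 groups alone (0.0652).

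The groups share replicate numbers, which were not treated as pairs: over 50 pairs of libraries with the same number in different groups, deviations from the group means had a mean correlation of 0.0482, from -0.291 to 0.454, only 19 were above 0.1, and pairs with different numbers averaged -0.0110. Numbers did differ along the first direction of deviations (permutation p 0.0171), so a partial batch stays open. With the replicate block, the counts were 8601, 466, 927 and 6049 for complete medium, muscovite, phlogopite and K-vermiculite against K-depleted medium and 592 for phlogopite against muscovite, none moved by over 1.5 times, and of the named genes the block took only PAXINDRAFT_10537 past the threshold (0.0631).

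Library totals without a composition factor kept the size of the counts and moved the balance of directions, as given in the report. Depth limits genes of low count: 12744 of 18032 IDs passed the filter, and with the biological coefficient of variation at 11.9% and libraries of over 21.0 M counts the replicate spread, not depth, sets the precision of abundant genes. The gene lists planned from product names, with fry as the alternative to camera, were not run because the reference used here gives no product names.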

Other observations

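The test of the replicate number and the comparison of spread between groups were chosen only after the results they bear on had been seen. So were the bars for a mixture and for a single fraction and the fit with 1 surrogate variable. The patterns themselves were found in these data, so the explanations below are hypotheses.

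Chance assignment of libraries to groups was examined by counting, for each comparison, how many of 50 splits of the same libraries gave as many calls, the real split included. The number was 1 for complete medium, muscovite and K-vermiculite against K-depleted medium and for the 3 minerals against complete medium. It was also 1 for the 3 pairs of minerals and for any difference among the 5 groups. Chance is therefore unlikely for each of these counts taken singly. It is not excluded, since 1 of 50 is the lowest value possible and no adjustment was made over the comparisons. For phlogopite against K-depleted medium it was 3, with 1172 calls in another split against 656 in the real one, and chance cannot be excluded for that count.

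K-vermiculite libraries lay between the controls. The labels list this mineral as the least weatherable of the 3, an order that was not checked here and may be stated in reverse. Depth does not account for it: with each library thinned to 21.0 M counts, the mean position was 0.415 against 0.416. Without the 100 most abundant genes it was 0.419, but genes weigh alike in log2 CPM, so this says nothing on the part of abundant genes. RNA of both kinds mixed in 1 sample would place each gene between the controls, yet 1182 genes were called past both, 608 above and 574 below, more than the 295 false calls that the threshold allows among all 5893. Other libraries near K-depleted medium also gave such genes, 157 with muscovite and 407 with phlogopite. In 609 of these genes all 5 K-vermiculite values lay outside all 10 control values. That was so for 103 genes with muscovite and 119 with phlogopite, and chance would give 8.49 over all 12744 tested genes, without selection by calls. A single fraction of the complete-medium response for each gene is also excluded: 4215 genes (33.1%) differed from the value it predicts.

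The fraction of the control difference restored by K-vermiculite varied widely among genes. Over the 1579 genes that differed at least 2-fold between the media, its median was 0.440 (quartiles 0.243 and 0.622), against 0.0870 for muscovite and 0.00865 for phlogopite. K-vermiculite moved 1140 of them significantly towards complete medium and 24 away, and 223 differed from K-depleted but not from complete medium, while 365 differed from complete but not from K-depleted medium. The median was 0.379 for the 872 genes higher on complete medium and 0.50 for the 707 lower ones. Single named genes show both ends. PAXINDRAFT_167028, at 597 ± 160 CPM on K-depleted medium, reached 51.9 ± 9.66 CPM with K-vermiculite and 43.4 ± 7.57 CPM on complete medium (log2 fold change between these 2 of 0.26, edgeR adjusted p 0.332). PAXINDRAFT_170048, at 1.60 ± 0.534 CPM on K-depleted medium, was at 2.97 ± 2.06 CPM with K-vermiculite and 101 ± 33.7 CPM on complete medium (log2 fold change -5.04, edgeR adjusted p 1.16e-10). KH2PO4 carries both potassium and phosphate, and without it phosphate may be lowered rather than missing. A candidate explanation is that K-vermiculite supplies potassium but no phosphate. Genes of the first kind would then follow potassium and genes of the second phosphate. The 4215 genes that depart from a single fraction are what that would need, but genes with different sensitivity to potassium alone, other elements released by the flakes and the physical surface would give the same, and no culture separates potassium from phosphate. This stays a hypothesis for a test with a potassium-free phosphate salt.

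The first direction of the replicates' deviations from their group means held 21.1% of the deviations over all genes, against at most 6.33% in simulated independent samples. It was not shared by all groups: it held 46.4% of the deviations with phlogopite, 24.9% with muscovite, 16.8% on K-depleted medium, 2.69% on complete medium and less than that with K-vermiculite. Muscovite's own first direction held 20.7% in phlogopite and phlogopite's held 15.6% in muscovite, while that of the K-depleted libraries held 2.78% and 6.86% in these. Scores were spread most with phlogopite, at -19.4 and -19.8 for replicates 1 and 2 and 21.5 and 16.0 for replicates 4 and 5, and least with K-vermiculite, between -2.17 and 2.22. They did not follow library depth (r = -0.0474, permutation p 0.821; Spearman rho = -0.0354, p 0.867; r = -0.0449 without the 2 libraries farthest from the median). They correlated with the share of counts in the fixed list of 10 genes with the highest mean CPM over all libraries. Values were r = -0.549 (permutation p 0.00488, adjusted over 2 correlations 0.00976), Spearman rho = -0.634 (permutation p 0.00103) and r = -0.622 without the 2 farthest. The correlations with depth and with this share used deviations from group means, but their permutations shuffled libraries across groups. The spread of scores differed between groups, so these p-values are approximate. Without the 100 most abundant genes the direction still held 21.1%, which does not decide their part, as genes weigh alike here too. A part of potassium status stays open. The correlation of the direction across genes was 0.0172 with the difference between the controls and -0.0300 with that between K-vermiculite and K-depleted medium. Differences between groups do not decide a trend within groups, however, and the controls may also differ in phosphate. Replicate numbers differed along the direction (permutation p 0.0171, numbers shuffled within groups), with mean scores of -8.37, -7.69, 1.89, 10.1 and 4.09 for numbers 1 to 5. A batch of handling, extraction or sequencing that partly follows the numbers is consistent with this, though the labels name none, and growth stage or colony size at harvest was not measured here.

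The count of calls for phlogopite against K-depleted medium changed 14.4-fold between the lowest (96) and the highest (1378) when single libraries were left out. Its group had the widest spread between replicates, with a coefficient of variation of 13.8%, against 13.5% on K-depleted medium, 12.0% with muscovite, 10.7% on complete medium and 8.38% with K-vermiculite. A spread shared over 5 groups is thus smaller than that of these 2, which is consistent with the 11 calls found when these 2 groups were fitted alone. With 1 surrogate variable the count ran from 286 to 2253, a ratio of 7.88. That variable followed the first direction of deviations only in part. On deviations from group means, r was 0.746 (permutation p 1e-05) and Spearman rho was 0.651 (permutation p 0.00058). Without the 2 libraries farthest from the median, r was 0.606. The permutations again shuffled libraries across groups, so these p-values are approximate. Whether the direction causes the changes in the count therefore stays open. Together with the splits, this leaves open whether phlogopite changed expression at all under these conditions beyond a small number of genes.

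Called genes lay next to each other more often than shuffled calls (10000 shuffles; 0.0001 is the smallest p they can give). For complete medium against K-depleted medium, 2915 adjacent pairs were called in the same direction against 2426 in the mean shuffle, for K-vermiculite 1489 against 1156, for muscovite 34 against 6.09 and for phlogopite 32 against 14.3, each with p 0.0001 (adjusted 0.00016 over 8 tests). Random placement is therefore excluded for the 4 contrasts. Reads running past the end of a gene would join immediate neighbours only. Pairs 3 genes apart were also in excess for complete medium (2161 against 2072, p 0.0081), K-vermiculite (1084 against 987, p 0.0004) and muscovite (17 against 5.25, p 0.0001), so run-through is not the whole cause there. For phlogopite, pairs 3 apart numbered 7 against 12.2 (p 0.96), and run-through remains open. Clusters of co-regulated genes are a candidate explanation for the other 3, and so are tandem gene copies that share reads, which the counts alone cannot separate.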
